A study of Mus musculus with 10 samples. Its data were reported in "Incongruence between transcriptional and vascular pathophysiological cell states" (2023).

How the data were processed

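Single-cell RNA sequencing of adult mouse liver was analysed in 5 libraries. CD31-positive, CD45-negative, membrane Tomato-positive ECs of 15 conditions had been labelled with hashtag antibodies and pooled into libraries 1 to 4, and CD31-negative cells of 2 conditions had been labelled with multiplexing oligonucleotides in library 5. Per the labels, tamoxifen had been given in 4 injections of 1.5 mg with tissue taken on day 14 in libraries 1, 3 and 5 and for Dll4/MyciDEC, and in 3 injections of 2 mg in library 2 and for the other samples of library 4. The VEGFA antibody had been given in 4 doses of 5 mg per kg, DBZ for 4 days at 30 µmol per kg and SL327 for 4 days at 120 mg per kg.

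The deposited matrices held raw UMI counts per gene and barcode, which the authors had made with Cell Ranger 4.0.0 for ECs and 6.1.2 for CD31-negative cells, per the file headers, on GRCm38 per the labels. No normalization had been applied to these counts. Hashtag and oligonucleotide counts stood in the same matrices. The authors had also deposited a table of annotated cells with condition and cluster. They had filtered cells, removed hashtag doublets and contaminating cells, and named the clusters in Seurat. EC conditions were capped at 1000 annotated cells in that table. Clusters used here were arterial (C1a) and venous capillaries (C1v), large arteries (C2a) and veins (C2v), activated capillaries (C3), tip cells (C4) and proliferating cells (C5). They rest partly on the genes that differ, so shares and these genes are one observation. The deposited expression tables and gene models were not used.

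Annotated cells were matched to barcodes by sequence and hashtag total. All 13639 annotated ECs matched exactly 1 library, and in 13559 the largest hashtag was that of the annotation. The libraries held 5240, 24875, 13236 and 9422 EC barcodes, of which 4700, 23241, 11313 and 8453 lay within the filter that the study states. For CD31-negative cells, 868 of 1356 Control barcodes and 2329 of 3648 Dll4iDEC barcodes were annotated. No doublet caller was run here, and no further cells were removed. In the annotation, Dll4HETiDEC is named D1D4HET, Notch1/2/4iDEC is named N1N4HET, and the cells of library 2 carry the suffix Aorta. The hashtag names deposited with library 3 are those of the Dll4 and Dll4/Myc samples, and those deposited with library 4 name Rbpj deletions and the Jag1/Jag2/Dll1 sample. Labels were followed throughout, and in libraries 3 and 4 the annotation of cells as well. Barcodes of library 3 with hashtags that carry no label were used only for the closing observations.

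UMIs were summed over the annotated cells of each sample and scaled to the same total of all gene UMIs (CPM). Each sample was compared with the control of its library as log2((a + 1)/(b + 1)) of CPM. The 95% intervals are exact conditional binomial intervals of the plain CPM ratio without pseudocount, so for low genes a log2 ratio can lie outside its interval. They cover counting error only. A level of 0 was set to 3 UMIs and the ratio given as a bound. Variation between samples was judged from the controls of libraries 1, 2 and 4, whose differences include library, sex and treatment. A gene was called beyond the control spread when its CPM was at least 20 in 1 of the 2 samples, its absolute log2 ratio was at least 1, and this exceeded the largest difference between any 2 of those controls. By this rule without the last part, the controls differed from each other in 94, 245 and 453 genes. List members needed only a level above that of 3 UMIs for this call. The control of library 3, annotated as a 4-day sample, was the reference in its library but was left out of the spread. Shares of cells carry exact Clopper-Pearson 95% intervals, and a share of 0 the limit of 3 cells. For CD31-negative cells, sums were made per annotated type with at least 30 cells in each sample.

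Samples, comparisons, tests, gene lists and alternatives were fixed before the data were examined. Genes named in the text are the targeted genes, members of the fixed lists, and per comparison up to 10 of the highest and 10 of the lowest genes beyond the control spread, without predicted, ribosomal, mitochondrial, hemoglobin and transgene features. A list was described by the median log2 ratio of members with at least 10 UMIs in both samples together, and its percentile among 10000 random lists of the same size matched on mean expression was computed as a description. The lists were Notch pathway members (Dll4, Dll1, Jag1, Jag2, Notch1, Notch2, Notch3, Notch4, Rbpj, Mfng, Lfng, Rfng), Notch targets (Hes1, Hey1, Hey2, Heyl, Hes5, Nrarp), arterial and periportal (Msr1, Efnb2, Ltbp4, Cd34, Ntn4, Adgrg6, Sox17, Gja4, Gja5, Clu), venous and pericentral (Wnt2, Wnt9b, Rspo3, Kit, Thbd, Cdh13, Selp, Ephb4, Nr2f2), liver sinusoidal identity (Gata4, Maf, Stab1, Stab2, Lyve1, Clec4g, Fcgr2b, Mrc1, Oit3, F8, Clec1b, Flt4), continuous capillary (Emcn, Cav1, Plvap, Col4a1, Col4a2, Ly6a, Ly6c1, Vwf, Cd9, Cd34), tip cell (Esm1, Kcne3, Angpt2, Apln, Pgf, Nid2, Cxcr4, Adm, Mcam, Trp53i11), Myc and biosynthesis (Odc1, Npm1, Ncl, Fbl, Nop56, Nop58, Nolc1, Ldha, Eno1, Cad, Srm, Eif5a, Hspd1, Ran), cell cycle (Stmn1, Mki67, Top2a, Pcna, Mcm2, Mcm3, Mcm4, Mcm5, Mcm6, Ccnb1, Ccnb2, Ccna2, Cdk1, Birc5, Tyms, Rrm2, Ube2c), arrest and senescence (Cdkn1a, Trp53, Cdkn2a, Cdkn2b, Cdkn1b, Cdkn1c, Mdm2, Ccng1, Gadd45a, Plk2), flow response (Klf2, Klf4, Klf6, Nos3, Thbd), VEGF axis (Vegfa, Vegfb, Pgf, Kdr, Flt1, Flt4, Nrp1, Nrp2), ERK feedback (Dusp6, Dusp4, Dusp5, Spry2, Spry4, Spred1, Etv4, Etv5, Egr1, Fos, Phlda1, Ier3), hypoxia and glycolysis (Slc2a1, Pgk1, Ldha, Bnip3, Ankrd37, Egln3, Pfkl, Hk2, Aldoa, Adm, Vegfa), oxidative phosphorylation (Ndufa4, Ndufb9, Ndufs6, Sdhb, Uqcrq, Uqcrh, Cox5a, Cox5b, Cox6c, Cox7b, Atp5b, Atp5g1, Atp5e), dissociation response (Fos, Fosb, Jun, Junb, Egr1, Atf3, Hspa1a, Hspa1b, Dnajb1), hepatocyte markers (Alb, Apoa1, Ttr, Serpina1a, Fabp1, Apoa2, Trf), Kupffer and macrophage markers (Clec4f, Vsig4, Cd5l, Marco, C1qa, C1qb, Adgre1), leukocyte markers (Ptprc, Cd3e, Cd79a, Ms4a1, Lyz2, S100a8, S100a9, Nkg7), stellate and fibroblast markers (Dcn, Lrat, Reln, Col1a1, Rgs5, Ecm1, Colec11), cholangiocyte markers (Krt19, Epcam, Krt7, Sox9, Spp1), erythroid markers (Hba-a1, Hba-a2, Hbb-bs, Hbb-bt, Alas2), sex genes (Xist, Ddx3y, Uty, Kdm5d, Eif2s3y). A fixed list of inflammation genes is not reported here. Several members of the tip cell, arterial and Myc lists had been named by the study from these samples.

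A secondary fit used edgeR 4.0.16 (R 4.3.3) with TMM scaling, filterByExpr and the quasi-likelihood test, two-sided with Benjamini-Hochberg adjustment, on 12816 genes. The 3 controls of libraries 1, 2 and 4 formed a group and every other sample stood alone, which left 2 residual degrees of freedom and a common biological coefficient of variation of 0.203. Library could not be a term of the model. Alternatives were a pseudocount of 5 CPM, scaling by TMM or by DESeq2 (1.42.0) size factors, a total without ribosomal, mitochondrial and hemoglobin genes, the mean of CPM per cell, the mean of 3 controls as reference, samples without proliferating cells, list members of at least 20 CPM, the DESeq2 Wald test, DESeq2 size factors in edgeR, no filter, each control left out in turn, cells of at least 3000 UMIs, and shares of cells above the 99th percentile of control cells for the UMIs of a list after thinning to 2000 UMIs. Alternatives chosen after seeing the data were pooled 4-day controls of libraries 3 and 4, shares without thinning, and Dll4/MyciDEC restricted to cells with Xist. Other computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

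Methods were tested on simulated data. For Dll4iDEC against 3 controls with 12142 genes, edgeR recovered 28 of 100 genes changed by a log2 fold of 1 and 97 of 100 changed by a log2 fold of 2, with 4 false calls, and 1 call in an unchanged sample. For Dll4iDEC against Control of library 1, intervals covered the simulated ratio in 95.5% of 9663 genes. This concerns counting error only, and neither simulation shows how the methods do on the real samples.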

Results

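The data are single-cell RNA counts from adult mouse liver. Endothelial cells (ECs) of 4 libraries had been sorted as CD31-positive and CD45-negative cells, and a further library held CD31-negative cells. In the mutants, an inducible Cre recombinase active in ECs deleted genes of the Notch pathway, written iDEC after the gene names. Conditions of a library were tagged with antibody hashtags and pooled, so each mutant shared its library with a control. Library 1 held Control, Dll4iDEC, Notch1iDEC and RbpjiDEC. Library 2 held Control, Notch1/2/4iDEC, Dll4HETiDEC (1 Dll4 allele deleted, per the label), DBZ (an inhibitor of gamma-secretase, the protease that releases active Notch) and Dll4iDEC treated with an antibody to VEGFA. Library 3 held Jag1/Jag2/Dll1iDEC and cells annotated as a 4-day control. Library 4 held Control with vehicle, Dll4iDEC with vehicle, Dll4iDEC with SL327 (a MEK/ERK inhibitor) and Dll4/MyciDEC. The cell annotation names Dll4HETiDEC as heterozygous for Dll1 and Dll4 and Notch1/2/4iDEC as heterozygous for Notch1 and Notch4, and marks library 2 with the word aorta. The hashtag names deposited with libraries 3 and 4 are exchanged relative to the labels. Labels were followed in each case. Each of the 15 EC conditions and the 2 CD31-negative conditions was 1 sample, so no difference between conditions has a replicate check.

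The authors had annotated 13639 ECs, with at most 1000 per condition. Summed unique molecular identifiers (UMIs) of library 1 came to 5289154 in Control, 13193980 in Dll4iDEC, 7771228 in Notch1iDEC and 7561948 in RbpjiDEC. For library 2 the totals were 4780113 in Control, 6836188 in Notch1/2/4iDEC, 5974141 in Dll4HETiDEC, 5773685 with DBZ and 6230959 with the VEGFA antibody. Library 3 gave 2080302 UMIs in Control and 4787913 in Jag1/Jag2/Dll1iDEC. In library 4, Control held 1490259 UMIs, Dll4iDEC with vehicle 7916957, Dll4iDEC with SL327 4989108 and Dll4/MyciDEC 3542351. Median UMIs per cell ranged from 2950 in the library 4 control to 12637 in Dll4iDEC of library 1. Levels below are UMIs scaled to the same total (CPM) over the summed cells, first the mutant or treated sample and then its control, and log2 ratios use a pseudocount of 1 CPM. Beyond the control spread means at least 2-fold and further apart than any pair of the controls of libraries 1, 2 and 4.

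Apart from Jag2, Myc and the Dll4 of Dll4HETiDEC, the targeted genes were low in the samples whose labels name them. Dll4 (ENSMUSG00000027314, chromosome 2, 119325784 to 119335962), the main Notch ligand of ECs, was at 2.27 against 179 CPM in Dll4iDEC and 4.81 against 149 CPM in Dll4iDEC with the VEGFA antibody. In library 4 all 3 Dll4 mutants had 0 Dll4 UMIs, at least 168-fold lower with vehicle, at least 106-fold lower with SL327 and at least 75.3-fold lower in Dll4/MyciDEC than the 63.7 CPM of the control. Dll4HETiDEC kept 62.3 against 149 CPM of Dll4, a log2 ratio of -1.24 inside the 1.48 range of the controls, and its level of the ligand Dll1 was 9.54 against 16.5 CPM. The receptor Notch1 (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663) was at 24.7 against 427 CPM in Notch1iDEC and 11.7 against 360.5 CPM in Notch1/2/4iDEC. That sample also had low Notch4 (ENSMUSG00000015468, chromosome 17, 34564268 to 34588503), 2.78 against 62.1 CPM, and Notch2 (ENSMUSG00000027878, chromosome 3, 98013527 to 98150361), 1.02 against 5.23 CPM. Rbpj (ENSMUSG00000039191, chromosome 5, 53466152 to 53657362), the DNA-binding effector of the pathway, was at 11.9 against 48.0 CPM in RbpjiDEC. The ligands Jag1 (ENSMUSG00000027276, chromosome 2, 137081456 to 137116644) and Dll1 (ENSMUSG00000014773, chromosome 17, 15367354 to 15376872) were at 1.04 against 24.0 CPM and 1.67 against 27.9 CPM in Jag1/Jag2/Dll1iDEC, and Jag2 (ENSMUSG00000002799, chromosome 12, 112907819 to 112929776) was too low to compare, with 11 against 8 UMIs. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374), a growth regulator, was higher in the sample labelled Dll4/MyciDEC than in its control, 15.2 against 2.68 CPM (54 against 4 UMIs). Whether its 3′ tag lies outside the deleted exons was not determined, so this value neither shows nor excludes loss of Myc. By immunostaining, the paper reports that Myc protein was absent from ECs of these mutants. It also presents its single-cell plots as showing deletion of the gene. The sinusoidal gene Clec4g was at 1986 CPM in the control of library 2 and 2779 CPM in that of library 1. Positions are those of build GRCm38.

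**Figure D1:**
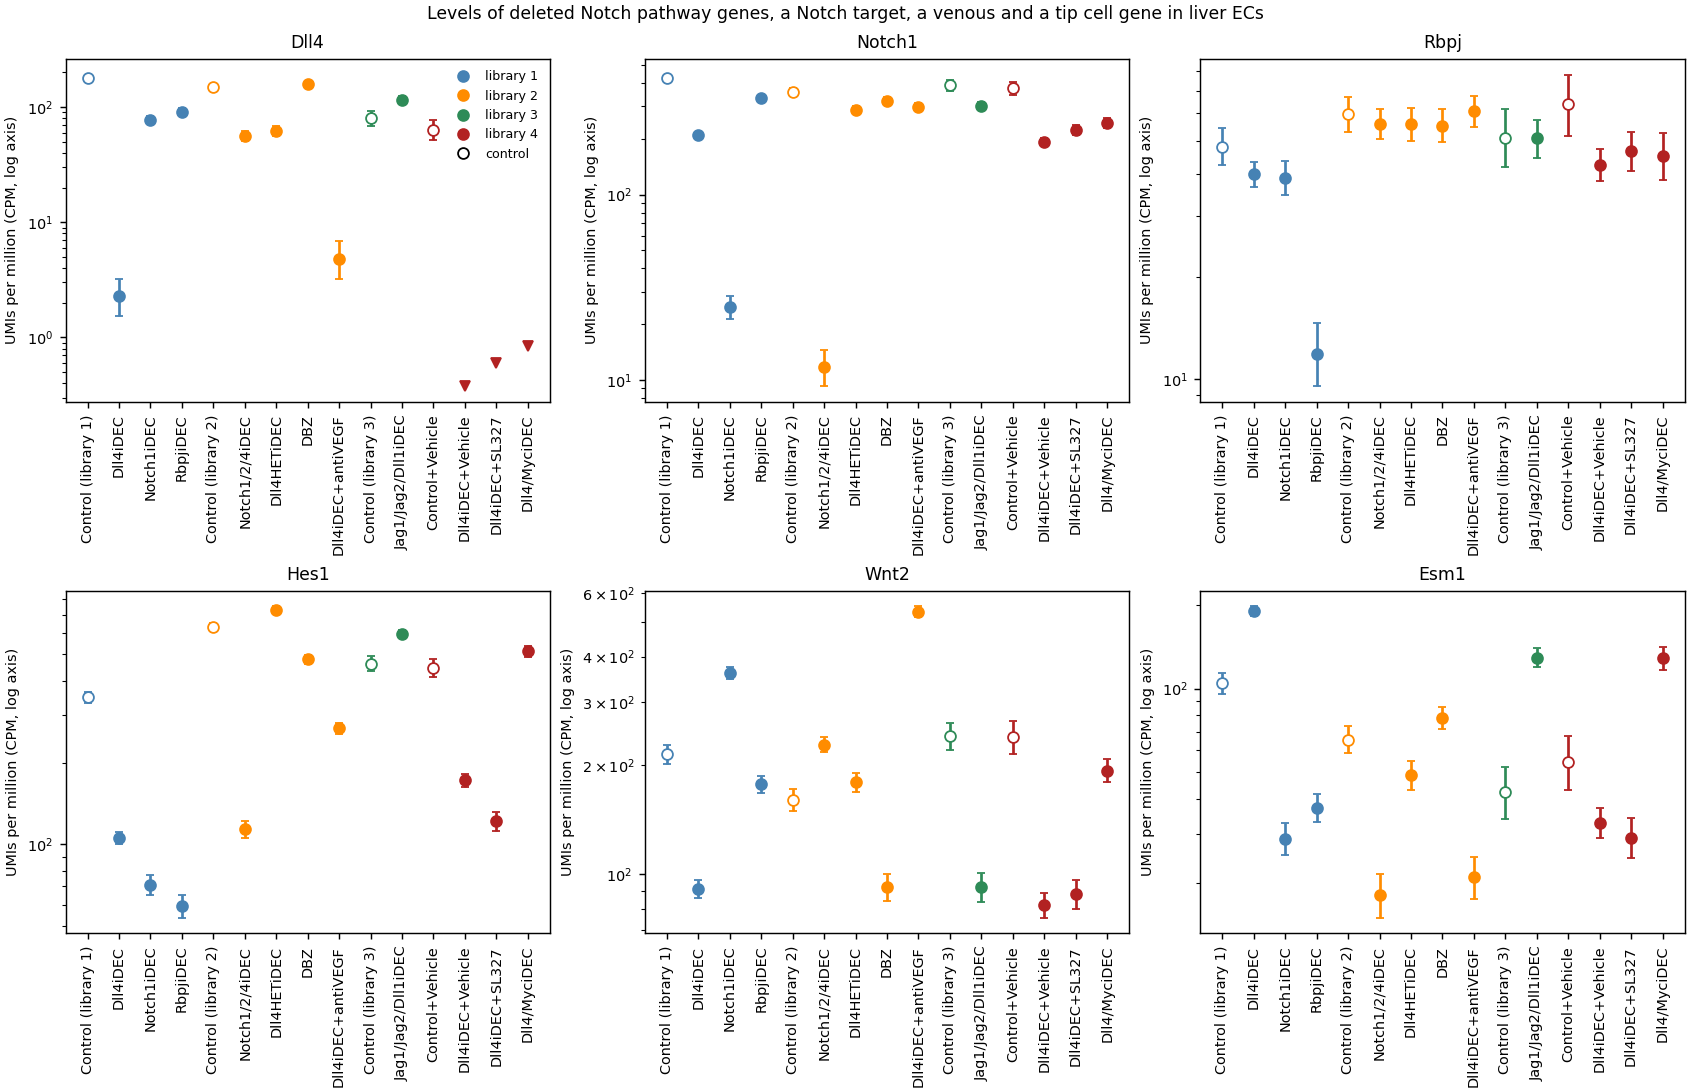
UMIs scaled to the same total (CPM, log axis) of Dll4, Notch1, Rbpj, the Notch target Hes1, the venous gene Wnt2 and the tip cell gene Esm1 in each of the 15 EC samples along the horizontal axis, coloured by library, with open circles for controls, bars for 95% counting intervals and triangles for the limit of 0 UMIs. Dll4 lay at 2.27 CPM in Dll4iDEC and at 62.3 CPM in Dll4HETiDEC, and Hes1 ranged from 59.1 CPM in RbpjiDEC to 730.3 CPM in Dll4HETiDEC.

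ECs without Dll4 had low arterial transcripts and high transcripts of tip cells, growth and glycolysis. The tip cell gene Kcne3, a potassium channel subunit, was at 296 against 12.1 CPM, log2 ratio 4.50 with an interval of 4.26 to 4.99. Odc1, a Myc target that makes polyamines, was at 1025 against 46.3 CPM, log2 ratio 4.44 with an interval of 4.29 to 4.66. Ntn4, a matrix protein of arterial capillaries, was at 28.4 against 557 CPM, log2 ratio -4.25 with an interval of -4.45 to -4.14. The comparison of Dll4iDEC with Control asks what loss of the ligand does to quiescent liver vessels. Endothelial tip cells, a cluster of the deposited annotation, made up 38.1% of cells (95% interval 35.0 to 41.4%) in Dll4iDEC and 0 of 904 cells in Control, which allows a share of up to 0.332%. Arterial capillaries were 1.30% against 37.9%, activated capillaries 35.2% against 2.99% and proliferating cells 13.3% against 2.65%.

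Notch targets were lower (median log2 ratio of -1.71, 2 of 3 measured members lower beyond the control spread), with Hes1 at 106 against 348 CPM and Hey1 at -2.07. The arterial list had a median log2 ratio of -2.93, 2 of 10 measured members higher and 6 lower beyond the control spread, led by Adgrg6 (-4.66), Ltbp4 (-4.16) and the scavenger receptor Msr1 (-3.94). Venous genes were lower as well (median log2 ratio of -1.14, 5 of 9 measured members lower beyond the control spread), as were sinusoidal identity genes (median log2 ratio of -0.74, 4 of 12 measured members lower beyond the control spread), among them Clec4g (-1.79) and the transcription factor Gata4 (-1.19). All 10 tip cell genes lay above 0 (median log2 ratio of 1.94, 6 of 10 measured members higher beyond the control spread), for example Apln (4.06) and Pgf (3.42). Myc and biosynthesis genes were higher together (median log2 ratio of 1.68, 13 of 14 measured members higher beyond the control spread), as were hypoxia and glycolysis genes (median log2 ratio of 2.00, 11 of 11 measured members higher beyond the control spread), such as the glucose transporter Slc2a1 (4.31) and Ankrd37 (4.53). The cell cycle list had a median log2 ratio of 1.51, 3 of 17 measured members higher beyond the control spread, where the controls themselves spanned 1.38. Of 6845 genes with at least 20 CPM in either sample, 366 were higher and 499 lower beyond the control spread. Npr3, a clearance receptor for natriuretic peptides, had 0 UMIs and was at least 145-fold lower. The study named several genes of the arterial, tip cell and Myc lists from these samples, so their direction is not independent evidence. Markers of hepatocytes (-1.01) and stellate cells (-1.41) also had lower medians in this deeper sample, the latter inside the 1.45 range of the controls. Cholangiocyte markers were higher (median log2 ratio of 1.76, 3 of 3 measured members higher beyond the control spread). Kupffer and macrophage markers had a median of -0.68 inside the 1.54 range of the controls, with 5 of 7 below 0 but C1qa (1.61) and C1qb (2.44) above.

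ECs without Notch1 had low arterial transcripts and few tip cells. Hes1 was at 71.0 against 348 CPM, log2 ratio -2.28 with an interval of -2.43 to -2.15. Adgrg6, an adhesion receptor of arterial capillaries, was at 3.22 against 70.3 CPM, log2 ratio -4.08 with an interval of -5.10 to -3.87. Kcne3 had a log2 ratio of 0.49 and the tip cell gene Esm1 of -1.82. This comparison asks whether loss of the receptor acts like loss of its ligand. Venous capillaries formed 50.1% of cells against 20.0%, proliferating cells 7.45% against 2.65%, arterial capillaries 2.62%, activated capillaries 22.2% and tip cells 0.525%. Notch targets had a median log2 ratio of -2.10, 2 of 3 measured members lower beyond the control spread, and arterial genes a median log2 ratio of -1.90, 6 of 10 measured members lower beyond the control spread, with Gja5, a gap junction protein of arteries, at -3.86. The medians of tip cell genes (0.081) and Myc and biosynthesis genes (0.30) were small. For cell cycle genes it was 1.07, inside the 1.38 range of the controls. Arrest and senescence genes had a median log2 ratio of 0.38, 3 of 10 measured members higher beyond the control spread, and over members of at least 20 CPM it was 0.16, inside the 0.33 range of the controls. Among them, Cdkn2a was at 1.35 and Cdkn1a at 1.10, with 429 CPM against 425 CPM in the control of library 4. Beyond the control spread lay 45 higher and 71 lower genes. Among the highest were Fxyd6 (3.33), Rab3b (2.72) and the chemokine Ccl2 (2.56), and among the lowest Slc45a4 (-4.03) and the transcription factor Mecom (-3.20). The stellate marker Dcn (-3.10) was lower than in the control, and the leukocyte marker median of -1.93 became -0.43 without the proliferating clusters, inside the range of the controls.

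Without Rbpj, ECs had the lowest Hes1 of library 1, at 59.1 against 348 CPM, yet few of them were tip cells. Cyp26b1, which degrades retinoic acid, was at 26.3 against 640.0 CPM, log2 ratio -4.55 with an interval of -4.82 to -4.40. Cdkn1a, which encodes the cell cycle inhibitor p21, was at 565 against 200.03 CPM, log2 ratio 1.49 with an interval of 1.40 to 1.60. Odc1 was at 275 against 46.3 CPM, log2 ratio 2.55 with an interval of 2.38 to 2.77. The question is whether removal of the effector of all Notch receptors gives the state seen without Dll4. Tip cells made up 4.10% of cells (95% interval 2.96 to 5.52%), activated capillaries 25.6%, proliferating cells 10.7% and arterial capillaries 1.70%. Notch targets (median log2 ratio of -2.48, 2 of 3 measured members lower beyond the control spread) and arterial genes (median log2 ratio of -1.73, 4 of 10 measured members lower beyond the control spread) were lower. Of the tip cell list (median log2 ratio of 0.43, 2 of 10 measured members higher and 1 lower beyond the control spread), Apln was at 2.51 but Esm1 at -1.47. Myc and biosynthesis genes had a median between those of Dll4iDEC and Notch1iDEC (median log2 ratio of 0.87, 4 of 14 measured members higher beyond the control spread), and hypoxia and glycolysis genes were at a median of 0.87. In all, 97 genes were higher and 117 lower beyond the control spread, with Gpx3 (4.80) near the top and Vegfc (-4.23) near the bottom. The median of hepatocyte markers was -1.08, and that of leukocyte markers, -2.19, became -0.40 without the proliferating clusters, also inside the range of the controls.

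**Figure D2:**
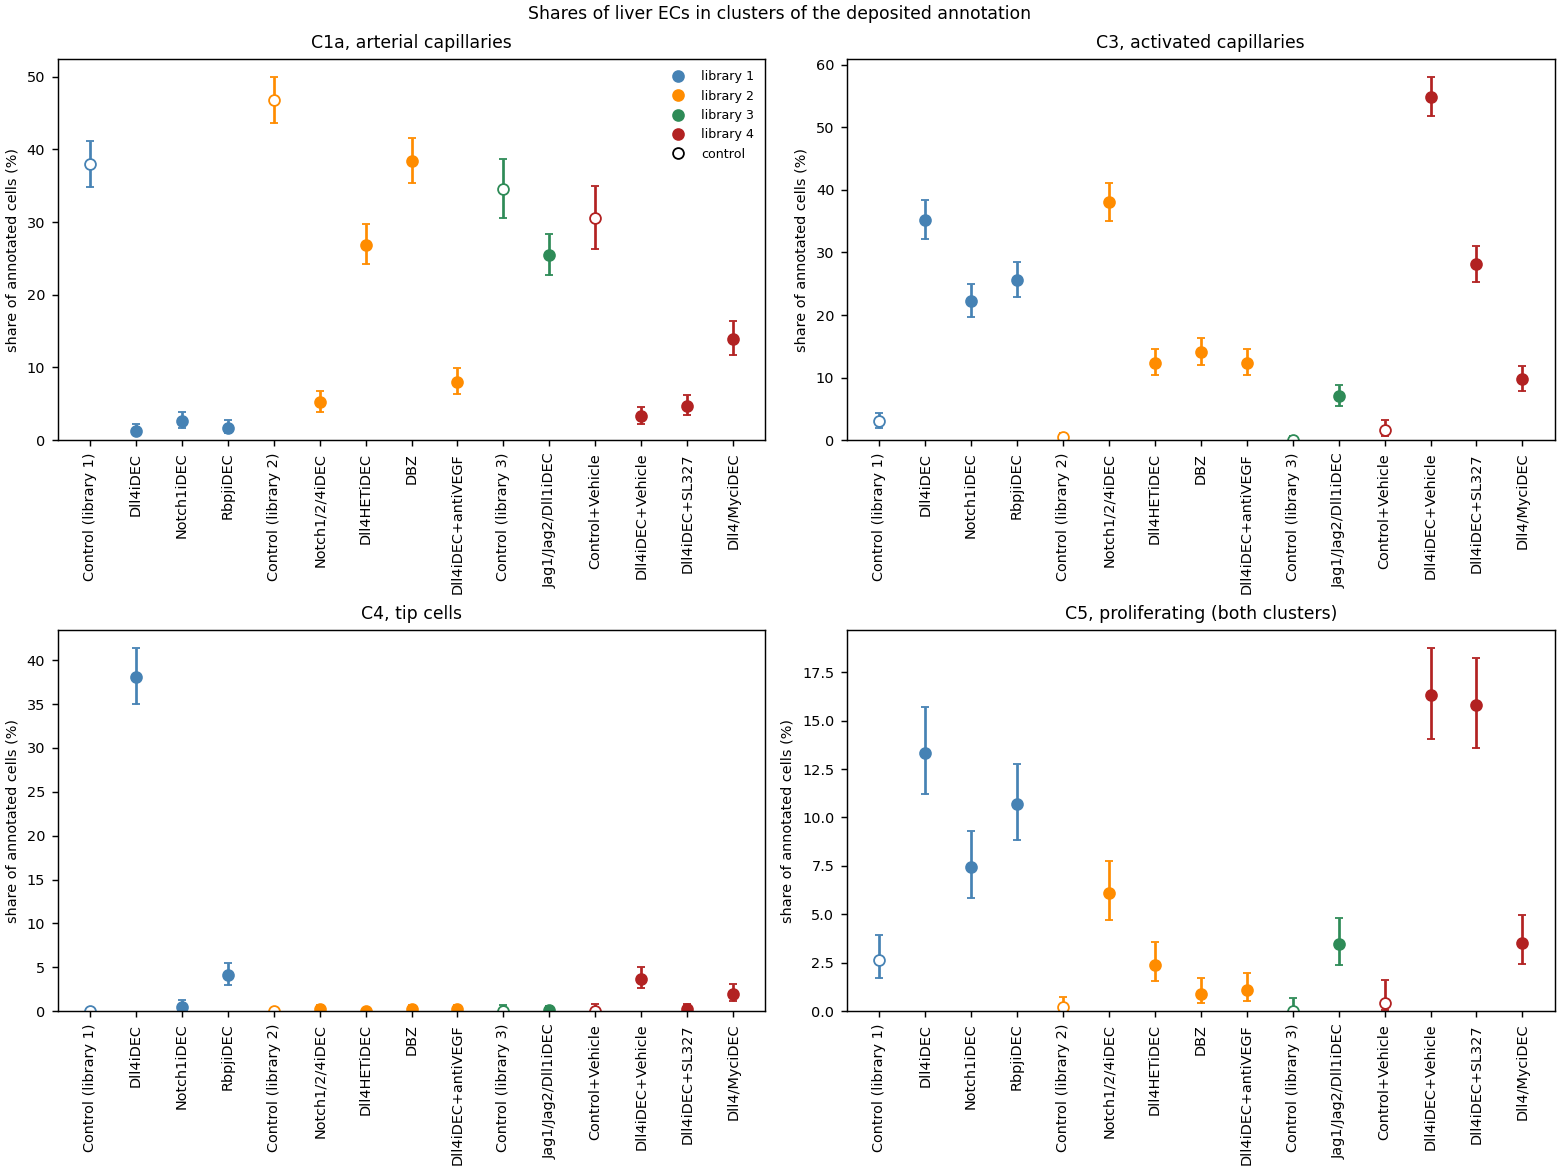
Share of annotated cells (%) in 4 clusters, arterial capillaries (C1a), activated capillaries (C3), tip cells (C4) and both proliferating clusters (C5), for each EC sample along the horizontal axis, coloured by library, with open circles for controls and bars for exact 95% binomial intervals. Arterial capillaries were 1.30% in Dll4iDEC and 38.4% with DBZ, and tip cells were 38.1% in Dll4iDEC and at most 4.10% elsewhere.

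Joint loss of Notch1, Notch2 and Notch4 combined low arterial transcripts with more proliferating cells, as did loss of Notch1 alone. Hes1 was at 114 against 632 CPM, log2 ratio -2.46 with an interval of -2.59 to -2.36. Top2a, a topoisomerase of dividing cells, was at 67.4 against 2.30 CPM, log2 ratio 4.37 with an interval of 4.02 to 5.89. Flrt1, an adhesion protein gene, was at 2.49 against 80.1 CPM, log2 ratio -4.54 with an interval of -5.80 to -4.31. Removing these receptors together asks whether the other receptors stand in for Notch1. Arterial genes had a median log2 ratio of -2.13, 6 of 10 measured members lower beyond the control spread. Cell cycle genes had a median log2 ratio of 1.92, 10 of 17 measured members higher beyond the control spread, with Mki67 at 3.95 and Ube2c at 3.83, and the proliferating clusters held 6.1% of cells against 0.200% and at most 2.65% in the 3 controls. The cell cycle median became 0.37 without these clusters and 1.31 against the mean of 3 controls, inside their range of 1.38. Activated capillaries were 38.0% and tip cells 0.200%. Tip cell genes (0.42) and Myc and biosynthesis genes (0.34) had small medians, though Odc1 (1.75) and the basement membrane gene Nid2 (1.85) were higher. A total of 76 genes were higher and 105 lower beyond the control spread. Stellate and fibroblast markers were much lower (median log2 ratio of -2.66, 4 of 6 measured members lower beyond the control spread), with Dcn at -3.88. Leukocyte markers were at 131 against 75.9 CPM in sum, and their median of 0.73 became 0.20 without the proliferating clusters.

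In the sample labelled Dll4HETiDEC, Hes1 stayed near the control at 730.3 against 632 CPM, log2 ratio 0.21 with an interval of 0.14 to 0.28, while arterial genes were moderately lower. Saa3, an acute-phase protein, was at 112 against 1.67 CPM, log2 ratio 5.41 with an interval of 5.08 to 7.29. Top2a was at 44.4 against 2.30 CPM, log2 ratio 3.78 with an interval of 3.41 to 5.29 and Cyp26b1 at 47.0 against 515 CPM, log2 ratio -3.43 with an interval of -3.64 to -3.28. The comparison asks what a partial loss of the ligand does. The arterial list had a median log2 ratio of -0.76, 1 of 10 measured members higher and 1 lower beyond the control spread, and arterial capillaries were 26.9% of cells against 46.8%. Notch targets had a median of 0.21. Cell cycle genes had a median log2 ratio of 1.67, 9 of 17 measured members higher beyond the control spread, against the control that had the fewest proliferating cells among those of libraries 1, 2 and 4. Set against the mean of 3 controls, that median was 0.88, inside their range of 1.38. Proliferating cells, at 2.40%, lay within the 0.200 to 2.65% of the controls, and activated capillaries were 12.4%. Of single genes, 48 were higher and 21 lower beyond the control spread. Stellate and fibroblast markers had a median of -2.18, and of -1.20 against the mean of 3 controls.

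DBZ gave the fewest differences of the 12 comparisons apart from SL327 against vehicle. Myc was at 43.0 against 7.74 CPM, log2 ratio 2.33 with an interval of 1.97 to 3.01. Kcne3 was at 20.8 against 2.93 CPM, log2 ratio 2.47 with an interval of 2.02 to 3.74 and Odc1 at 103 against 31.4 CPM, log2 ratio 1.68 with an interval of 1.45 to 1.98, while the control of library 4 had 18.8 and 102 CPM of them. Blocking gamma-secretase asks whether a drug against all Notch receptors resembles deletion of Dll4. Hes1 was at 479.6 against 632 CPM, a log2 ratio of -0.40 that became 0.057 against the mean of 3 controls. All 10 arterial genes lay below 0 (median log2 ratio of -0.73, 2 of 10 measured members lower beyond the control spread), with Adgrg6 at -1.88, and all 14 Myc and biosynthesis genes above (median log2 ratio of 0.58, 2 of 14 measured members higher beyond the control spread), with Srm at 1.26. ERK feedback genes had a median of 0.36. The median of cell cycle genes was 0.12, and proliferating cells were 0.9%. Arterial capillaries (38.4%) stayed within the 30.5 to 46.8% of the controls, and activated capillaries reached 14.1%. Beyond the control spread were 18 higher and 44 lower genes, among the latter Dcn (-3.48), Cyp26b1 (-2.42) and the interferon-induced Ifit1 (-1.68).

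ECs without Dll4 that were treated with the VEGFA antibody had few tip cells and high venous and continuous capillary transcripts. Wnt9b, a pericentral Wnt ligand, was at 167 against 23.4 CPM, log2 ratio 2.79 with an interval of 2.55 to 3.13. Ly6c1, a marker of continuous capillaries, was at 189.5 against 20.9 CPM, log2 ratio 3.12 with an interval of 2.88 to 3.49. Lyve1, a sinusoidal hyaluronan receptor, was at 184 against 636 CPM, log2 ratio -1.78 with an interval of -1.89 to -1.69. The treatment asks which effects of Dll4 loss need VEGF. Tip cells made up 0.200% of cells and arterial capillaries 8.0%, against 46.8% of the latter in the control. Large arteries were 10.5% and large veins 13.5%, against 2.70% and 3.20%. Arterial genes had a median log2 ratio of -0.34, 1 of 10 measured members higher and 4 lower beyond the control spread. Venous genes had a median log2 ratio of 1.81, 6 of 9 measured members higher beyond the control spread, continuous capillary genes a median log2 ratio of 1.34, 7 of 10 measured members higher beyond the control spread and sinusoidal identity genes a median log2 ratio of -0.79, 3 of 12 measured members lower beyond the control spread. VEGF axis genes had a median log2 ratio of -0.61, 2 of 7 measured members lower beyond the control spread, or -0.35 with the scarce Pgf included, inside the 0.40 range of the controls. The ERK feedback median of -0.75 became -0.22 against the mean of 3 controls, and hypoxia and glycolysis genes were higher (median log2 ratio of 1.19, 7 of 11 measured members higher and 1 lower beyond the control spread). Cell cycle genes had a median log2 ratio of 1.82, 8 of 17 measured members higher beyond the control spread, which became 0.90 against the mean of 3 controls, inside their range of 1.38. Top2a was at 2.30 CPM in the control of library 2 and at 20.8 and 35.6 CPM in those of libraries 1 and 4. Proliferating cells, at 1.10%, lay within the 0.200 to 2.65% of the controls, against 13.3% in Dll4iDEC. Without the proliferating clusters Top2a went from 3.49 to -0.32 and Hist1h1b from 3.80 to -0.64. The median of the tip cell list, 0.69, became -0.29 over members of at least 20 CPM and -0.14 against the mean of 3 controls. Among 198 higher and 109 lower genes beyond the control spread, the highest were the matrix protein gene Sparcl1 (5.12), Gpx3 (5.08) and neurotensin gene Nts (5.03, interval 4.89 to 9.81). Set beside Dll4iDEC of library 1, each against its own control, the median difference over members was 2.80 for venous genes, 1.78 for arterial genes, 1.57 for flow response genes, -2.44 for tip cell genes, -1.23 for Myc and biosynthesis genes and 0.27 for cell cycle genes. The tip cell difference depends on this reference, since Dll4iDEC with vehicle in library 4 had a tip cell median of 0.42, below that with the antibody. Besides the antibody, Dll4iDEC of library 1 differs in library, tamoxifen schedule and sex, and Dll4iDEC with vehicle in library and in its annotation as a 4-day sample. Leukocyte markers had a median log2 ratio of 0.96, 1 of 6 measured members higher beyond the control spread, with 152 against 75.9 CPM in sum, and Kupffer and macrophage markers were at 191 against 114 CPM.

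Deletion of Jag1, Jag2 and Dll1 left arterial genes near the control as a group and was accompanied by more cell cycle transcripts than in the control of its library. Mki67, a proliferation marker, was at 29.4 against 0 CPM, at least 20.4-fold higher, but the controls of libraries 1, 2 and 4 had 10.6, 2.30 and 30.9 CPM. Apln was at 32.2 against 0.961 CPM, log2 ratio 4.08 with an interval of 3.19 to 8.12 and the anticoagulant receptor gene Thbd at 90.2 against 481 CPM, log2 ratio -2.40 with an interval of -2.58 to -2.25. Here the question is whether the other Notch ligands of ECs matter for the quiescent state. Hes1 was at 595 against 463 CPM. The arterial list had a median of -0.10, with Gja4 at -2.10 and Cd34 at 1.51. Cell cycle genes had a median log2 ratio of 1.73, 7 of 17 measured members higher beyond the control spread, arrest and senescence genes a median log2 ratio of 0.90, 3 of 10 measured members higher and 1 lower beyond the control spread and flow response genes a median log2 ratio of -1.01, 2 of 5 measured members lower beyond the control spread. Arterial capillaries were 25.4% of cells against 34.5%, activated capillaries 7.01% against 0%. The control of library 3 was annotated as a 4-day sample, so harvest time cannot be told apart from genotype. Against the mean of the other 3 controls, the 174 genes beyond the control spread became 72, the cell cycle median 0.79 and Spp1, a secreted phosphoprotein, went from -5.20 to 0.18.

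**Figure D3:**
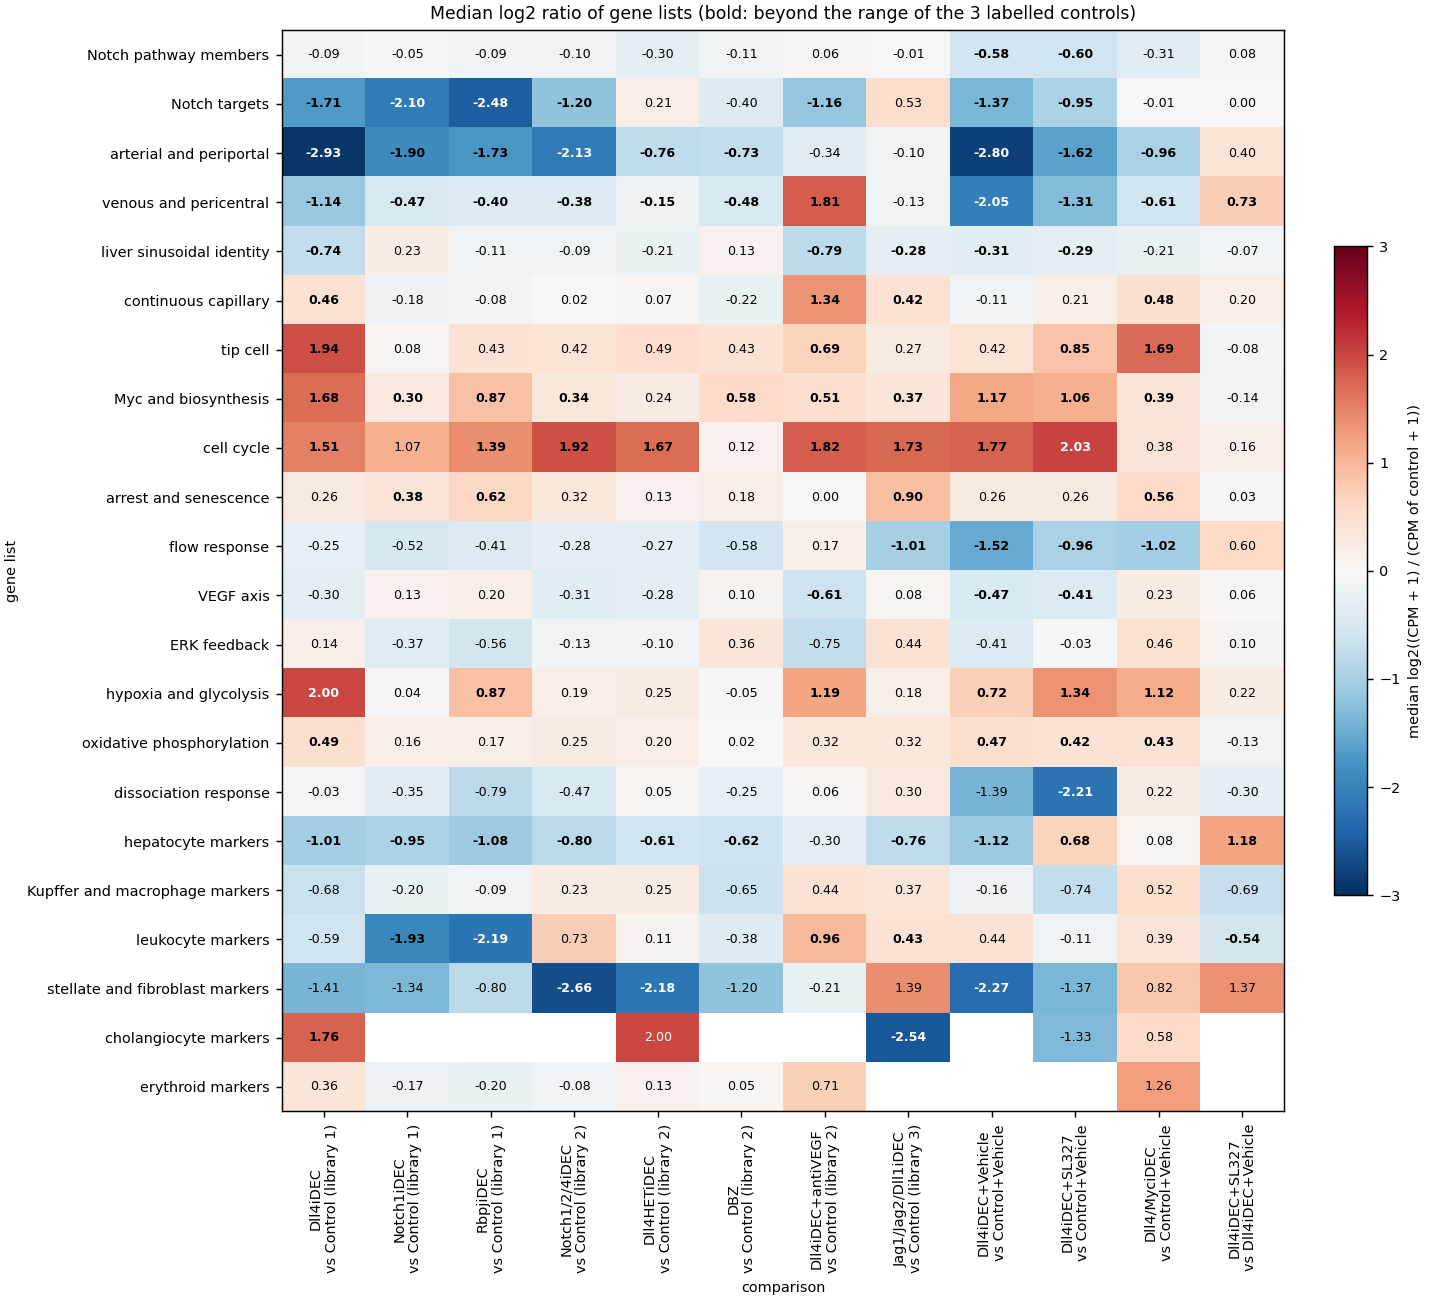
Median log2 ratio of each gene list (vertical) in each EC comparison (horizontal), with the value printed in each field, blue for negative and red for positive medians, and bold where the median exceeds the range of the 3 controls of libraries 1, 2 and 4. Arterial medians lay below 0 in the 11 comparisons with a control, from -2.93 in Dll4iDEC to -0.10 in Jag1/Jag2/Dll1iDEC, while the venous median was 1.81 with the VEGFA antibody.

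In library 4, ECs without Dll4 on vehicle, annotated as a 4-day sample, again had low arterial and high biosynthesis transcripts. Gja4, a gap junction protein of arteries, was at 26.1 against 463 CPM, log2 ratio -4.10 with an interval of -4.38 to -3.92. Cad, an enzyme of pyrimidine synthesis, was at 16.4 against 2.01 CPM, log2 ratio 2.53 with an interval of 1.45 to 5.32. Myc was at 40.2 against 2.68 CPM, log2 ratio 3.48 with an interval of 2.53 to 5.79. This comparison with Control on vehicle gives the reference for the drug and for joint deletion of Myc. Arterial (median log2 ratio of -2.80, 2 of 9 measured members higher and 6 lower beyond the control spread), venous (median log2 ratio of -2.05, 6 of 9 measured members lower beyond the control spread) and Notch target genes (median log2 ratio of -1.37, 2 of 3 measured members lower beyond the control spread) were lower. Myc and biosynthesis genes had a median log2 ratio of 1.17, 8 of 14 measured members higher beyond the control spread, and cell cycle genes a median log2 ratio of 1.77, 10 of 17 measured members higher beyond the control spread. Activated capillaries made up 54.9% of cells, proliferating cells 16.3% and tip cells 3.70%. Tip cell genes had a median log2 ratio of 0.42, 3 of 8 measured members higher beyond the control spread. Beyond the control spread were 263 higher and 316 lower genes, with stellate and fibroblast markers (-2.27) and hepatocyte markers (-1.12) lower. The antibody gene Igkc, at 3.87, went to -1.29 without the proliferating clusters.

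Dll4iDEC cells given SL327 kept low arterial and high cell cycle transcripts relative to Control on vehicle. Their immediate early genes were low, as in Dll4iDEC on vehicle. Egr1, an early target of ERK, was at 14.8 against 182 CPM, log2 ratio -3.53 with an interval of -4.01 to -3.24. Fosb was at 4.21 against 104 CPM, log2 ratio -4.33 with an interval of -5.36 to -3.96. The question is what remains of the response to Dll4 loss under ERK inhibition. Dissociation response genes, mostly immediate early genes, had a median log2 ratio of -2.21, 6 of 9 measured members lower beyond the control spread. In Dll4iDEC on vehicle that median was -1.39, and the controls spanned 2.11. ERK feedback genes had a median of -0.026, or -0.76 against the mean of 3 controls. In Dll4iDEC on vehicle that median was -0.41 against the same control, so lower ERK feedback with SL327 than with vehicle is not shown. The controls spanned 0.75. Arterial genes (median log2 ratio of -1.62, 2 of 10 measured members higher and 6 lower beyond the control spread) were lower, and cell cycle (median log2 ratio of 2.03, 11 of 17 measured members higher beyond the control spread) and hypoxia and glycolysis genes (median log2 ratio of 1.34, 7 of 11 measured members higher beyond the control spread) higher. Beyond the control spread lay 232 higher and 207 lower genes, with Cyp26b1 at -5.93. The median of flow response genes, -0.96, became 0.063 against the mean of 3 controls.

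Set against vehicle in Dll4iDEC cells of the same library, SL327 came with small differences in the Myc and cell cycle lists. Egr1 had 14.8 against 13.8 CPM and Myc 20.4 against 40.2 CPM. The von Willebrand factor gene Vwf, a marker of large vessels, was at 41.3 against 6.57 CPM, log2 ratio 2.48 with an interval of 2.21 to 3.12. Kit, a pericentral EC marker, was at 109.8 against 237 CPM, log2 ratio -1.11 with an interval of -1.25 to -0.97. This asks directly what the inhibitor adds. Myc and biosynthesis genes had a median of -0.14, with 13 of 14 below 0, and cell cycle genes a median of 0.16, against 1.77 for vehicle over Control. Venous genes had a median log2 ratio of 0.73, 3 of 9 measured members higher and 1 lower beyond the control spread, for example Rspo3 (1.44), but over members of at least 20 CPM the median was 0.11, inside the 0.15 range of the controls. Venous capillaries were 34.1% against 12.6%, activated capillaries 28.1% against 54.9% and proliferating cells 15.8% against 16.3%. Tip cells were 0.300% against 3.70%, but the tip cell list had a median of -0.079, and in cells thinned to the same depth 0.729% against 0.805% lay above the control threshold for it. Beyond the control spread, 47 genes were higher and 8 lower. Mgp, a matrix protein gene, was at least 104-fold higher, and the muscle actin gene Acta1 at least 34.2-fold lower. Markers of hepatocytes (1.18) and stellate cells (1.37) were higher with SL327. Igkc (-4.37) and Ighm (-2.44) went to 0.76 and 0.53 without the proliferating clusters.

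The sample labelled Dll4/MyciDEC had a near-control Hes1 level, small differences in growth genes, few tip cells and high tip cell transcripts. Hes1 was at 514 against 446 CPM, log2 ratio 0.21 with an interval of 0.077 to 0.34. Apln, a peptide of tip cells, was at 93.7 against 2.68 CPM, log2 ratio 4.68 with an interval of 3.76 to 7.01. Odc1 was at 212 against 102 CPM. Deleting Myc along with Dll4 asks which effects of Dll4 loss depend on Myc. Myc and biosynthesis genes had a median log2 ratio of 0.39, 0 of 14 measured members beyond the control spread, and cell cycle genes a median log2 ratio of 0.38, 2 of 17 measured members higher beyond the control spread. Proliferating cells were 3.54% and activated capillaries 9.75%, against 16.3% and 54.9% in Dll4iDEC on vehicle. Arterial genes were lower (median log2 ratio of -0.96, 3 of 9 measured members lower beyond the control spread), and tip cell genes higher (median log2 ratio of 1.69, 5 of 10 measured members higher beyond the control spread). ERK feedback genes had a median of 0.46, inside the 0.75 range of the controls. Single genes beyond the control spread were 201 higher and 89 lower, 290 in all and 154 against the mean of 3 controls.

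Sex-linked transcripts split this sample. Of its 903 cells, 335 had UMIs of Xist, the RNA of the inactive X chromosome, and none of 4 Y-linked genes, 218 had Y-linked UMIs and none of Xist, 6 had both and 344 neither. Cells with Xist only were arterial capillaries in 3.88%, activated capillaries in 21.8% and tip cells in 4.78%. For cells with Y-linked UMIs only these shares were 20.6%, 0 and 0, and a count of 0 allows up to 1.38%. Esm1 was at 266 CPM in the former and at 0 in the latter, which allows up to 3.79 CPM, and Dll4 was at 0 in both. Myc was at 22.6 CPM (36 UMIs) and 5.06 CPM (4 UMIs). Restricted to cells with Xist only, the tip cell median was 2.46, the arterial median -2.39 and the number of genes beyond the control spread 648. The cells were split this way after the sex-linked levels had been seen. Dll4/MyciDEC was taken on day 14 after 4 tamoxifen injections, while its control and Dll4iDEC with vehicle had 3 injections and are annotated as 4-day samples, so harvest time and schedule cannot be told apart from genotype in either comparison.

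A fit with edgeR's quasi-likelihood test used the 3 controls of libraries 1, 2 and 4 to judge each lone sample, which assumes that every sample varies like the controls and leaves library differences inside the comparison. At a Benjamini-Hochberg adjusted p under 0.05, 1384 genes (908 higher and 476 lower) of 12816 passed in Dll4iDEC, where the count ran from 914 to 2456 with 1 control left out, 612 genes (457 higher and 155 lower) in Dll4iDEC with vehicle and 233 genes (184 higher and 49 lower) with SL327. RbpjiDEC gave 100 genes (56 higher and 44 lower), the VEGFA antibody 98 genes (74 higher and 24 lower), Dll4/MyciDEC 27 genes (18 higher and 9 lower) and Notch1/2/4iDEC 25 genes (13 higher and 12 lower). For Jag1/Jag2/Dll1iDEC, Dll4HETiDEC and Notch1iDEC the edgeR counts were 9, 7 and 6. DBZ gave 0 genes with edgeR, 526 at an unadjusted p under 0.05 and 8 with DESeq2. Of 207 genes on the lists, edgeR called 84 in Dll4iDEC over all genes and 117 adjusted over the list alone, 16 and 79 in RbpjiDEC, 2 and 29 in Notch1iDEC, and 16 and 41 with the VEGFA antibody. For the other samples the pairs were 6 and 22 (Notch1/2/4iDEC), 1 and 6 (Dll4HETiDEC), 0 and 1 (DBZ), 1 and 4 (Jag1/Jag2/Dll1iDEC), 47 and 89 (Dll4iDEC+Vehicle), 21 and 76 (Dll4iDEC+SL327) and 5 and 9 (Dll4/MyciDEC). Several lists hold genes that the study named from these samples, so calls adjusted over the list alone are not independent evidence. Leaving out a control moved the counts. In the order Dll4iDEC, Notch1iDEC, RbpjiDEC, Notch1/2/4iDEC, Dll4HETiDEC, DBZ, Dll4iDEC+antiVEGF, Jag1/Jag2/Dll1iDEC, Dll4iDEC+Vehicle, Dll4iDEC+SL327 and Dll4/MyciDEC, they were 2094, 237, 555, 109, 17, 3, 212, 32, 1001, 613 and 71 without the control of library 1. Without that of library 2 they were 914, 37, 126, 85, 27, 12, 139, 18, 464, 218 and 45, and without that of library 4 2456, 207, 652, 343, 71, 29, 509, 111, 1492, 1167 and 276.

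Among CD31-negative cells from livers with Dll4-deficient ECs, macrophages and monocytes took a larger share and Kupffer cells a smaller one. Macrophages were 22.9% of cells (95% interval 21.2 to 24.7%) against 6.45% (4.91 to 8.30%), 3.55-fold higher. Kupffer cells, the resident macrophages of the liver, were 1.67% (1.19 to 2.28%) against 14.2% (11.9 to 16.7%), 8.46-fold lower. The comparison asks how other liver cells respond when ECs lose Dll4. Monocytes were 24.0% against 13.8%, granulocytes 19.7% against 10.6% and B cells 8.93% against 5.65%. Hepatic stellate cells were 4.04% against 15.9%, cholangiocytes 0.816% against 5.30%, T and NK cells 9.36% against 12.2%, conventional dendritic cells 5.75% against 9.91% and plasmacytoid dendritic cells 2.58% against 4.38%. Leukocytes together were 94.9% and 77.2%, and of these macrophages were 24.2% against 8.36% and Kupffer cells 1.76% against 18.4%. Of the other cells, a base chosen after the shares had been seen, stellate cells were 79.0% (70.6 to 85.9%) against 69.7% (62.8 to 76.0%) and cholangiocytes 16.0% (9.90 to 23.8%) against 23.2% (17.5 to 29.7%), with overlapping intervals. Hepatocytes numbered only 6 and 14 cells. Shares rest on 2329 cells with 18910980 UMIs in Dll4iDEC and 868 cells with 7337684 UMIs in Control, and depend on what the sort let through. Among cells of at least 3000 UMIs, macrophages were 27.2% against 7.52%, monocytes 27.8% against 15.3% and granulocytes 11.8% (10.4 to 13.4%) against 8.86% (6.92 to 11.1%), with overlapping intervals for granulocytes.

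Hypoxia and glycolysis genes were higher in most of these cell types. The median log2 ratio of the list lay above 0 in 9 of 9 types with at least 30 cells in each sample, from 0.086 in conventional dendritic cells to 1.84 in Kupffer cells. Pgk1, a glycolytic enzyme, was at 631 against 276 CPM in macrophages and 242 against 87.5 CPM in stellate cells. Bnip3, a hypoxia-induced mitophagy receptor, was at 105 against 12.9 CPM in monocytes and 158 against 14.4 CPM in granulocytes. Vegfa, the main angiogenic growth factor, was at 91.4 against 26.8 CPM in monocytes, 74.1 against 17.9 CPM in granulocytes and 189 against 131 CPM in macrophages, but 9.66 against 21.7 CPM in conventional dendritic cells. Notch3, a receptor of stellate cells, was at 14.6 against 38.4 CPM in these cells (17 against 64 UMIs). Their Notch targets had a median of -0.086, 2 of 5 members above 0, with Hes1 at 180 against 191 CPM. Granulocytes were shallower in Dll4iDEC, with a median of 3041.5 against 4644.5 UMIs per cell, and the median over all genes there was 0.39. Other lists were high in some of the same types, with medians of 1.59 for leukocyte markers in stellate cells, 2.08 for these and 1.84 for Kupffer and macrophage markers in plasmacytoid dendritic cells, and 1.01 for dissociation response and 0.99 for hepatocyte markers in granulocytes. The Y-linked gene Ddx3y was at 21.7 against 3.82 CPM, so the mix of sexes in both samples may have differed.

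**Figure D4:**
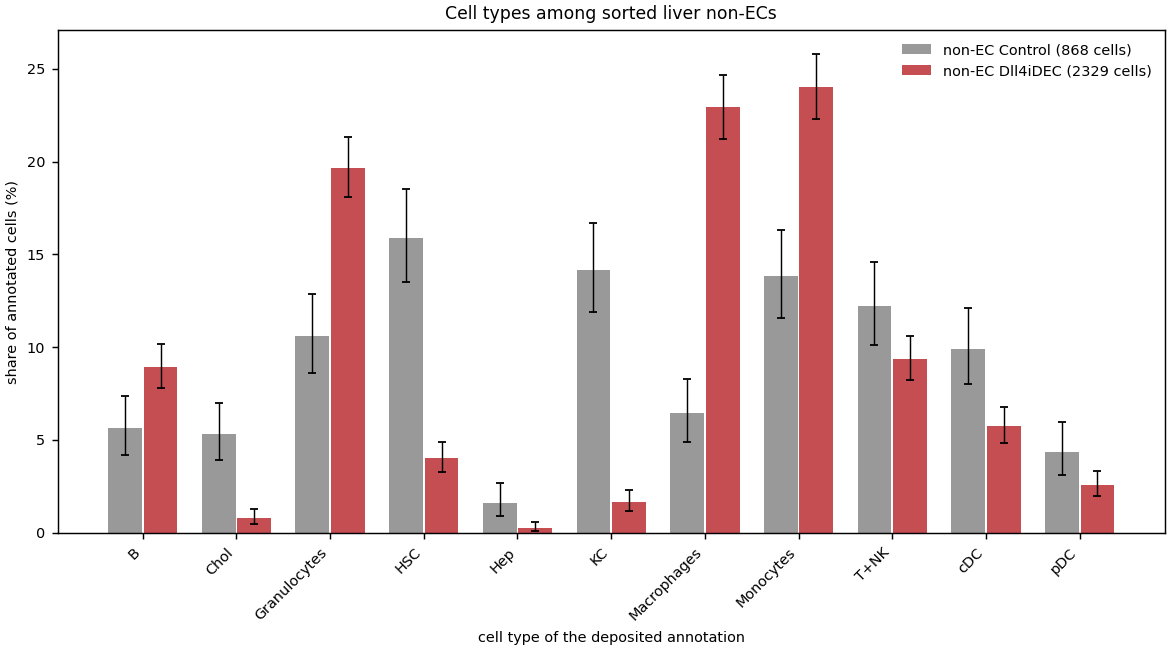
Share of annotated CD31-negative cells (%) by cell type in Control (grey, 868 cells) and Dll4iDEC (red, 2329 cells), with exact 95% binomial intervals as bars, where HSC, KC, Chol and Hep stand for stellate cells, Kupffer cells, cholangiocytes and hepatocytes and cDC and pDC for both kinds of dendritic cells. Macrophages stood at 22.9% against 6.45% and stellate cells at 4.04% against 15.9%.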

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

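The tests of depth and cluster boundary, of retained Dll4 and of diluted free RNA were chosen only after the result was seen, and those of male cells, shallow cells and a few cells of other types before, although the sex-linked levels and the tip cell median of cells with Xist were already known when the test of male cells was chosen. Library 3 held cells with 2 hashtags that carry no label, and their cell cycle lists stood above the control of the library by more than the range of the 3 controls, 1.38. In 3284 cells with hashtag BC302 the cell cycle median against 608 control cells was 2.36, with Hes1 at 222 against 317 CPM. In 469 cells with hashtag BC303 it was 1.89, with Dll1 at 5.49 against 14.3 CPM and Esm1 at 41.2 against 15.8 CPM. These are signals in cells outside the comparisons of the report, whose condition no label gives: the hashtag names deposited with library 3 make them Dll4 deletions, yet Dll4 was at 69.5 and 47.1 against 43.8 CPM, and those deposited with library 4 make them Rbpj deletions with vehicle and SL327, which was not tested.

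Tip cells were 38.1% of Dll4iDEC cells in library 1 and 3.70% of Dll4iDEC cells with vehicle in library 4. After thinning every cell to the same depth, the shares of cells above the control threshold for tip cell genes still differed 14.4-fold (interval 7.05 to 34.2), which argues against depth alone. The list medians differed by 1.52, more than the control range of 0.525, which argues against the cluster boundary alone. The library, the sex of the mice (male in library 1, female in library 4) and the tamoxifen schedule with its harvest time may each account for the rest and cannot be separated in this design. No biological explanation was tested.

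Dll4/MyciDEC was nearer to its control than Dll4iDEC with vehicle, with arterial capillaries at 14.0% against 3.30%. Retained Dll4 is excluded as the cause, since 0 UMIs limit its level to 1.33% of the control. Cells under 3000 UMIs do not account for the arterial share, which was 12.8% (interval 10.2 to 15.8%) against 2.75% without them. Depth still differed there (medians of 4281.5 and 7472 UMIs) and stays open. Cells with Xist and no Y-linked UMI had an arterial share of 3.88% (interval 2.08 to 6.54%), inside the interval of Dll4iDEC with vehicle, 2.28 to 4.60%, so a contribution of male cells in another state is a candidate explanation for the near-control part. Deletion of Myc (the biological difference by design), the tamoxifen schedule and the harvest time (day 14, against samples annotated as 4-day) stay open. Dll4iDEC of library 1 shared that schedule and day yet had 1.30% arterial and 35.2% activated capillaries, but differs in library and mix of sexes. Activated capillaries were 21.8% of the cells with Xist against 54.9% in Dll4iDEC with vehicle.

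Hepatocyte, leukocyte and stellate markers were lower in Dll4iDEC of library 1 than in its control, which has shallower cells, although only the hepatocyte median (-1.01) exceeded the range of the 3 controls (0.33), and those of leukocyte (-0.59) and stellate markers (-1.41) lay inside theirs (0.77 and 1.45). Free RNA diluted in deeper cells would leave UMIs per cell near the control, and their log2 ratios were -0.021 for hepatocyte, -0.54 for stellate and -0.84 for leukocyte markers, while the 3 controls spanned 0.90, 0.88 and 1.33, so dilution stays open for all 3. The top 5% of control cells held 35.0% of hepatocyte and 48.3% of stellate marker UMIs, which leaves a few cells of these types open as well. They held 87.3% of leukocyte marker UMIs, so a few leukocytes in the control are a candidate source, although the sort excluded CD45-positive cells. Cholangiocyte markers were higher (median 1.76), and no biological explanation was tested.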

How the results depend on the processing

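Of 4699 recomputed log2 values and list medians, 4011 stayed within the spread of the controls, 667 moved further and 21 reversed. DESeq2 size factors in edgeR kept all 11 counts within 1.5 times. Medians over all genes moved by over 0.1 in Dll4iDEC (0.12 with TMM, 0.12 with DESeq2 size factors and 0.15 with the reduced total), in Dll4/MyciDEC (-0.11 with DESeq2 size factors), and with the reduced total in Dll4iDEC with vehicle (0.16) and SL327 (0.10). Depth limits genes at low levels, above all against the controls of libraries 3 and 4. For every value given here the cause was not tested unless stated. Lists are given by their first word or an evident short form, as median log2 ratios, with biosynthesis for the Myc and biosynthesis list, and samples stand for the comparison with their control. All values of a paragraph belong to the alternative that opens it.

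With a pseudocount of 5 CPM, 562 of 738 values stayed by this measure, and ratios of low genes shrank towards 0, as the larger constant makes them do. Dll4iDEC had Dll4 -4.66, Notch targets -0.96, arterial -2.31, venous -0.87, hepatocyte -0.78 and cholangiocyte 0.63. Notch1iDEC had Notch1 -3.86, Notch targets -0.97, venous -0.37, hepatocyte -0.76, leukocyte -1.19 and stellate -0.51. RbpjiDEC had Rbpj -1.65, Notch targets -1.07, hypoxia 0.61, hepatocyte -0.75 and leukocyte -1.24. In Notch1/2/4iDEC they were Notch1 -4.45, Notch2 -0.76, Notch4 -3.11, Notch targets -0.42, hepatocyte -0.55 and stellate -1.54. Dll4HETiDEC had cycle 0.91, stellate -1.12 and cholangiocyte 0.76. DBZ had venous -0.40 and hepatocyte -0.44. Dll4iDEC+antiVEGF had Notch targets -0.41, tip 0.36, cycle 0.80 and leukocyte 0.74. In Jag1/Jag2/Dll1iDEC they were Jag1 -2.26, Dll1 -2.30, cycle 0.93 and cholangiocyte -0.97. For Dll4iDEC+Vehicle, a pseudocount of 5 gave Dll4 -3.78, Notch members -0.33, Notch targets -0.71, arterial -2.44, venous -1.68, hepatocyte -0.71 and stellate -1.20. Dll4iDEC+SL327 had Dll4 -3.78, Notch members -0.42, Notch targets -0.45, tip 0.41 and hypoxia 1.03. Dll4/MyciDEC had Dll4 -3.78, Notch members -0.14, tip 1.34 and hypoxia 0.84. In SL327 over vehicle they were venous 0.64, hepatocyte 0.95 and stellate 0.57. Of non-EC types, sex was 2.46 in B, 1.56 in HSC, 1.11 in Macrophages, 1.21 in Monocytes and 1.33 in cDC.

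TMM scaling left 537 of 542 values in place by this measure. For Dll4iDEC, TMM gave venous -1.03. Dll4iDEC+Vehicle had venous -1.98. Dll4/MyciDEC had Notch targets -0.11 and venous -0.71.

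DESeq2 size factors did so for 537 of 542. Dll4iDEC had venous -1.03. Jag1/Jag2/Dll1iDEC had venous -0.20. Dll4/MyciDEC had Notch targets -0.13 and venous -0.72.

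A total without ribosomal protein, mitochondrial and hemoglobin genes left 524 of 542. Dll4iDEC had venous -1.02, sinusoidal -0.58, capillary 0.61, biosynthesis 1.84 and cholangiocyte 2.02. Notch1/2/4iDEC had venous -0.29. Dll4iDEC+Vehicle had Notch members -0.41, venous -1.90, sinusoidal -0.14, capillary 0.056 and biosynthesis 1.34. In Dll4iDEC+SL327 it was venous -1.20.

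Equal weight per cell, by the mean of CPM per cell, left 674 of 738 values. Dll4iDEC had arterial -2.58, venous -0.83, hepatocyte -1.31 and cholangiocyte 1.17. Notch1iDEC had venous -0.34 and hepatocyte -1.21. RbpjiDEC had Notch members 0.095, tip 0.0088, biosynthesis 0.70, hepatocyte -1.31 and leukocyte -1.59. In DBZ they were venous -0.39 and capillary -0.40. Dll4iDEC+antiVEGF had cycle 0.99 and hepatocyte 0.019. Jag1/Jag2/Dll1iDEC had venous -0.27, Kupffer -0.49, leukocyte -0.086 and cholangiocyte -1.68. Dll4iDEC+Vehicle had venous -1.71 and leukocyte 0.11. In Dll4iDEC+SL327 they were Notch members -0.39, arterial -1.90, venous -1.23 and hepatocyte 0.44. Dll4/MyciDEC had Notch targets -0.077, hypoxia 0.82 and hepatocyte -0.11. SL327 over vehicle had hepatocyte 0.91 and leukocyte -0.14. For non-EC HSC, equal cell weight gave sinusoidal 0.27, tip -0.33, VEGF -0.0012 and stellate 0.10. In non-EC KC they were cycle 0.57 and flow -0.20. For non-EC Monocytes, equal cell weight gave VEGF 0.081, dissociation 0.12 and cholangiocyte 0.94. Non-EC T+NK had biosynthesis -0.074 and cycle 0.17. Non-EC pDC had leukocyte 1.62.

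Against the mean of the 3 controls, 305 of 501 values stayed. For Dll4iDEC, the mean of controls gave arterial -2.38, venous -0.96, biosynthesis 1.89, arrest 0.46, hypoxia 2.34, OXPHOS 0.74, dissociation -1.35, hepatocyte -0.77 and sex 3.20. Notch1iDEC had Notch1 -3.91, Notch targets -1.57, venous -0.61, capillary 0.019, biosynthesis 0.57, hypoxia 0.50, hepatocyte -0.71 and sex 3.48. For RbpjiDEC, the mean of controls gave Rbpj -2.16, Notch targets -1.95, venous -1.29, biosynthesis 1.10, flow -1.30, hypoxia 1.19, hepatocyte -0.90 and sex 3.37. In Notch1/2/4iDEC they were Hes1 -2.01, Notch2 -1.14, Notch4 -3.85, Notch members -0.31, Notch targets -1.76, arrest 0.54, ERK 0.27, Kupffer 1.19, leukocyte 1.23 and stellate -1.55. For Dll4HETiDEC, the mean of controls gave Hes1 0.66, sinusoidal -0.025, tip 0.12, cycle 0.88, arrest 0.44, ERK 0.48, hepatocyte -0.35, Kupffer 1.39 and stellate -1.20. DBZ had Hes1 0.057, Notch targets 0.057, cycle -0.77, ERK 0.87, Kupffer 0.22, stellate -0.35 and erythroid 0.86. For Dll4iDEC+antiVEGF, the mean of controls gave Hes1 -0.78, venous 1.70, sinusoidal -0.63, tip -0.14, biosynthesis 0.35, cycle 0.90, ERK -0.22, Kupffer 1.40 and leukocyte 1.22. In Jag1/Jag2/Dll1iDEC they were Jag2 0.67, Dll1 -2.96, venous -0.24, cycle 0.79, arrest 0.67, flow -0.38, VEGF -0.18, hypoxia -0.14, OXPHOS 0.032, hepatocyte -0.58, leukocyte 0.80, stellate 0.51, cholangiocyte 0.18, the number of genes 72 and Spp1 0.18. For Dll4iDEC+Vehicle, the mean of controls gave Dll4 -6.91, Notch members -0.21, venous -1.29, capillary -0.34, biosynthesis 0.99, flow -0.91, VEGF -0.76 and OXPHOS 0.27. Dll4iDEC+SL327 had Dll4 -6.91, Notch members -0.28, venous -0.97, sinusoidal -0.48, capillary 0.038, tip 0.44, biosynthesis 0.83, flow 0.063, VEGF -0.69, ERK -0.76, hypoxia 0.87, OXPHOS 0.15 and cholangiocyte 0.46. For Dll4/MyciDEC, the mean of controls gave Dll4 -6.91, Myc 1.18, venous -0.40, tip 1.08, arrest 0.25, flow -0.42, hypoxia 0.72, OXPHOS 0.21, Kupffer -0.54, cholangiocyte 1.84, erythroid 0.052 and the number of genes 154.

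Without cells of the proliferating clusters, 470 of 542 values stayed. For Dll4iDEC, leaving out C5 gave venous -1.06, cycle 0.46 and cholangiocyte 1.96. Notch1iDEC had leukocyte -0.43. RbpjiDEC had cycle 0.37 and leukocyte -0.40. In Notch1/2/4iDEC they were cycle 0.37 and leukocyte 0.20. Dll4HETiDEC had cycle 0.22. Dll4iDEC+antiVEGF had cycle 0.29, Hist1h1b -0.64 and Top2a -0.32. Jag1/Jag2/Dll1iDEC had cycle 0.28. In Dll4iDEC+Vehicle they were biosynthesis 1.00, cycle 0.94, leukocyte -0.15 and Igkc -1.29. For Dll4iDEC+SL327, leaving out C5 gave venous -1.19, biosynthesis 0.88, hypoxia 1.13 and hepatocyte 0.86. Dll4/MyciDEC had Notch targets 0.023 and leukocyte -0.036. For SL327 over vehicle, leaving out C5 gave venous 0.98, leukocyte 0.11, Igkc 0.76 and Ighm 0.53.

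List medians over members of at least 20 CPM stayed in 227 of 275 cases. For Dll4iDEC, abundant members gave Notch targets -1.04, venous -1.22, ERK -0.21, hepatocyte -1.40, Kupffer 2.02, leukocyte -3.20, stellate -2.28 and cholangiocyte 5.28. Notch1iDEC had Notch targets -1.19, venous -0.37, tip -0.24, arrest 0.16, hepatocyte -1.34, Kupffer 1.19 and leukocyte -2.88. For RbpjiDEC, abundant members gave Notch targets -1.60, venous -0.31, hepatocyte -1.71, leukocyte -3.32 and stellate -1.85. In Notch1/2/4iDEC they were Notch members -1.38, tip -0.62 and hepatocyte -1.17. For Dll4HETiDEC, abundant members gave tip -0.40, hepatocyte -0.85 and stellate -1.31. DBZ had Notch members 0.089, Notch targets 0.035 and stellate -2.00. For Dll4iDEC+antiVEGF, abundant members gave Notch targets -0.43, arterial -0.88, tip -0.29 and stellate 0.51. In Jag1/Jag2/Dll1iDEC they were Notch members -0.19, hepatocyte -0.57, leukocyte -0.018 and cholangiocyte -5.20. For Dll4iDEC+Vehicle, abundant members gave Notch targets -0.66, tip 0.15, hypoxia 1.12 and stellate -3.53. Dll4iDEC+SL327 had tip 0.50. For Dll4/MyciDEC, abundant members gave Notch members -0.49, arrest 0.17, ERK 0.84 and Kupffer 1.65. In SL327 over vehicle they were venous 0.11 and stellate 2.22.

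Against pooled 4-day controls of libraries 3 and 4, an alternative chosen after seeing the data, 157 of 183 values stayed. Jag1/Jag2/Dll1iDEC had cycle 0.79, leukocyte 0.064 and cholangiocyte -1.93. Dll4iDEC+Vehicle had venous -1.79, capillary -0.27, hypoxia 0.91 and Kupffer -1.03. Dll4iDEC+SL327 had arterial -1.93, hypoxia 1.11 and hepatocyte 0.50. In Dll4/MyciDEC they were venous -0.49, hypoxia 0.93, hepatocyte -0.25 and Kupffer -0.46.

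Restricting Dll4/MyciDEC to cells with Xist, chosen after seeing the data, left 27 of 46 values. It gave Notch members 0.082, arterial -2.39, venous -0.84, tip 2.46, biosynthesis 0.58, arrest 0.76, hypoxia 1.82, hepatocyte 0.35 and leukocyte 0.85. The number of genes was 648.

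Among cells of at least 3000 UMIs, 64 of 97 shares stayed within their interval. Control (library 1) had C1a 44.2% and C1v 25.1%. Notch1iDEC had C1v 54.3%. RbpjiDEC had C3 29.7% and C1v 42.6%. Control (library 2) had C1a 51.6% and C1v 27.4%. Notch1/2/4iDEC had C3 44.0% and C1v 32.9%. Dll4HETiDEC had C1a 30.1%, C3 14.8% and C1v 36.0%. DBZ had C1v 28.9%. Dll4iDEC+antiVEGF had C3 15.2% and C1v 44.1%. Control (library 3) had C1a 43.2% and C1v 31.4%. Jag1/Jag2/Dll1iDEC had C1a 28.7% and C1v 30.3%. Control+Vehicle had C1a 42.3% and C1v 27.7%. Dll4iDEC+SL327 had C3 34.0%. Dll4/MyciDEC had C5 5.29%, C3 14.5% and C1v 46.6%. Non-EC Control had B 3.49%, Hep 0.537% and T+NK 8.72%. Non-EC Dll4iDEC had B 6.64%, Granulocytes 11.8%, Macrophages 27.2%, Monocytes 27.8% and cDC 6.84%.

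Shares of thinned cells above the 99th percentile of control cells for tip cell or cell cycle UMIs, set beside C4 and C5, stayed in 12 of 30 cases, with about 1% of control cells above by construction. Control (library 1) had C4 0.949% and C5 1.07%. Dll4iDEC had C4 11.6% and C5 4.59%. Notch1iDEC had C5 2.81%. RbpjiDEC had C4 1.05% and C5 3.66%. Control (library 2) had C4 0.841%. Notch1/2/4iDEC had C4 0%. Dll4HETiDEC had C4 0.417%. DBZ had C4 0.935%. Dll4iDEC+antiVEGF had C4 1.39%. Control (library 3) had C4 1.00%. Jag1/Jag2/Dll1iDEC had C4 5.53% and C5 5.53%. Dll4iDEC+Vehicle had C4 0.805% and C5 13.9%. Dll4/MyciDEC had C4 4.51%.

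Without thinning, chosen after seeing the data, 4 of 30 stayed. Control (library 1) had C4 0.996% and C5 1.11%. Dll4iDEC had C4 32.3% and C5 9.10%. Notch1iDEC had C5 3.04%. RbpjiDEC had C5 3.90%. Control (library 2) had C4 0.8% and C5 0.9%. Notch1/2/4iDEC had C4 1.20% and C5 10.7%. Dll4HETiDEC had C4 1.10% and C5 4.70%. DBZ had C4 2.10% and C5 2.10%. Dll4iDEC+antiVEGF had C4 1.60% and C5 2.50%. Control (library 3) had C4 1.09%. Jag1/Jag2/Dll1iDEC had C4 4.92% and C5 6.90%. Control+Vehicle had C4 0.891%. Dll4iDEC+Vehicle had C4 13.5% and C5 28.1%. Dll4iDEC+SL327 had C4 4.50% and C5 22.3%. Dll4/MyciDEC had C4 5.76% and C5 7.42%.

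The DESeq2 Wald test gave counts within 1.5 times those of edgeR in 5 of 11 comparisons. The DESeq2 Wald test called 675 in Dll4iDEC, 41 in Notch1iDEC, 95 in Notch1/2/4iDEC, 8 in DBZ, 15 in Jag1/Jag2/Dll1iDEC and 371 in Dll4iDEC+Vehicle.

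Without a filter on low counts, edgeR gave counts within that limit in 0 of 11 comparisons, with every count higher and more genes tested. EdgeR without a filter called 2186 in Dll4iDEC, 269 in Notch1iDEC, 660 in RbpjiDEC, 319 in Notch1/2/4iDEC, 75 in Dll4HETiDEC, 41 in DBZ, 389 in Dll4iDEC+antiVEGF, 84 in Jag1/Jag2/Dll1iDEC, 1187 in Dll4iDEC+Vehicle, 922 in Dll4iDEC+SL327 and 212 in Dll4/MyciDEC.

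With each of the 3 controls left out in turn, the residual degrees of freedom fell to 1 in edgeR, and the counts ran from 3 to 29 for DBZ, 45 to 276 for Dll4/MyciDEC, 17 to 71 for Dll4HETiDEC, 914 to 2456 for Dll4iDEC, 218 to 1167 for Dll4iDEC+SL327, 464 to 1492 for Dll4iDEC+Vehicle, 139 to 509 for Dll4iDEC+antiVEGF, 18 to 111 for Jag1/Jag2/Dll1iDEC, 85 to 343 for Notch1/2/4iDEC, 37 to 237 for Notch1iDEC and 126 to 652 for RbpjiDEC. Each was higher without the control of library 1 or 4 than with all 3. For Jag1/Jag2/Dll1iDEC against the mean of the remaining controls, leaving each out gave Crem -0.80 to 0.22, Spp1 0.067 to 0.27, the number of genes 75 to 86, Kupffer 0.53 to 1.27, biosynthesis 0.20 to 0.40, VEGF -0.33 to -0.14, arrest 0.47 to 0.80, cycle 0.33 to 1.22, cholangiocyte 0.067 to 0.27, flow -0.74 to -0.16, hepatocyte -0.63 to -0.46, hypoxia -0.24 to 0.058, leukocyte 0.47 to 0.83, sinusoidal -0.50 to -0.37, OXPHOS -0.074 to 0.12, stellate 0.18 to 0.89, venous -0.16 to -0.051, Dll1 -3.09 to -2.87 and Jag2 0.50 to 1.00. Between these ends lay Dll1 -2.94, biosynthesis 0.23, arrest 0.71, VEGF -0.17, hypoxia -0.19, OXPHOS 0.074, Jag2 0.52, stellate 0.51, cholangiocyte 0.21 and the number of genes 81.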

Other observations

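Among CD31-negative cells of Dll4iDEC livers, genes of the Myc and biosynthesis list had a median of -0.32 in T and NK cells and 0.37 in plasmacytoid dendritic cells. The VEGF axis list had a median of -1.09 in conventional dendritic cells and 0.42 in stellate cells, the latter -0.0012 with equal weight per cell. Some lists of EC genes lay on the same side, with sinusoidal identity at -0.81 and tip cell genes at -1.29 in the former and sinusoidal identity at 0.77 in the latter.

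Among ECs, oxidative phosphorylation genes had small positive medians in the comparisons with a control, from 0.019 in DBZ to 0.49 in Dll4iDEC, with 1 of 13 members beyond the control spread in Dll4iDEC and 0 in the others. Medians of the Notch pathway members ran from -0.60 in Dll4iDEC+SL327 to 0.062 in Dll4iDEC+antiVEGF, those of the VEGF axis from -0.61 in Dll4iDEC+antiVEGF to 0.23 in Dll4/MyciDEC and those of the dissociation response from -2.21 in Dll4iDEC+SL327 to 0.30 in Jag1/Jag2/Dll1iDEC. Marker lists of other cells ran from -0.74 in Dll4iDEC+SL327 to 0.52 in Dll4/MyciDEC for Kupffer cells and macrophages, from -2.19 in RbpjiDEC to 0.96 in Dll4iDEC+antiVEGF for leukocytes, from -2.54 in Jag1/Jag2/Dll1iDEC to 2.00 in Dll4HETiDEC for cholangiocytes (Spp1 included) and from -0.20 in RbpjiDEC to 1.26 in Dll4/MyciDEC for erythroid cells, both of the latter measured in some comparisons only. Sex genes had medians from -0.49 in Dll4iDEC to 3.92 in Dll4/MyciDEC. Every sample of library 1 held cells with Y-linked UMIs and none with Xist alone, and every sample of libraries 2, 3 and 4 other than Dll4/MyciDEC held cells with Xist and none with Y-linked UMIs alone.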
